A study of Drosophila melanogaster with 2 samples. Its data were reported in "The somatic piRNA pathway controls germline transposition over generations" (2018).

How the data were processed

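Extrachromosomal circular DNA (eccDNA) was sequenced from 0-2 h Drosophila melanogaster embryos by mobilome-seq, an assay in which linear DNA is digested away and the circles left over are copied by rolling circle amplification before library preparation. One library was made from embryos of the no-KD group and one from embryos of the piwi-sKD group, with paired reads of 250 nt. All flies carried the same transgenes: the tj-GAL4 driver, which is active in the somatic follicle cells of the ovary, a GAL4-dependent short hairpin against piwi, and a temperature-sensitive GAL80 that blocks GAL4 at 20°C. The no-KD flies were kept at 20°C and the piwi-sKD flies were moved to 25°C for their last 5 days, so knockdown and temperature changed together.

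The values are estimated counts of reads per canonical transposable element (TE) sequence, which the authors deposited as 1 table per library after mapping and weighting the reads. Per their methods, the authors mapped the reads with Bowtie2 to the dm3 genome together with the canonical TEs, kept reads whose best alignment lay in a TE, and remapped these to the canonical TEs alone. Low-scoring alignments were dropped, and a read with tied best alignments was shared between them with reduced weight. The deposited counts are split by strand and by number of mismatches. They are not normalised. In the study, TE reads were scaled to mitochondrial reads; no mitochondrial count was used here, so that scaling was not applied. No replicate libraries were analysed.

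Samples were grouped by their titles in the repository. The line names in the titles and in the names of the deposited tables are reversed relative to each other: the table attached to the no-KD sample carries the line name given in the piwi-sKD title, and the other table carries the line name given in the no-KD title. The tables were kept with the samples they are attached to, and the counts of changed families, the list medians and the ratios of the named families were also computed with the 2 tables exchanged.

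Each table lists 182 sequences. Sequences named for another Drosophila species, a transgene sequence, and the entries cl1-A, cl1-B, Osvaldo, Penelope and Q-element were set apart by name, 59 in all, which left 123 TE families. Families were classed as endogenous retroviruses (ERVs, the study's term for LTR retrotransposons), non-LTR retrotransposons or DNA transposons from a list written before the data were examined, which covered 120 of the 123 families. A share is a family's reads divided by the total TE reads that the authors give for the library, with a 95% Wilson interval. The authors' total was lower than the sum of the listed sequences, by 157 reads in the no-KD table and 79 reads in the piwi-sKD table, for a reason the methods do not give. The log2 ratio of piwi-sKD to no-KD was computed from these shares after adding a pseudocount of 0.5 reads, which understates the change of families with few reads. Its 95% interval was taken from Poisson counting error in both libraries. Counts of families and medians cover the 77 families with at least 20 reads in both libraries together. Intervals of medians and of the rank correlation came from 2000 Poisson draws of the reads. Intervals and detection limits cover counting error only: amplified reads are not independent molecules, and both reads of a pair appear to be counted, so the true intervals are wider. The smallest detectable share was set at 3 reads.

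With 1 library per group no test between conditions was possible, and no p-value across families was computed. To describe whether a list of families stood apart, its median ratio was placed among the medians of 10000 random lists of equal size drawn within 4 abundance bins. The families named in the text were fixed beforehand: ZAM, gtwin, Dm412 (the 412 element), HMS-Beagle2, Tabor, gypsy5, Tirant, gypsy10, mdg1 and gypsy, the 5 highest and 5 lowest ratios among families with at least 20 reads in both libraries together, and the 5 families with the most reads in each library. The ratio and its interval were tested on 100 simulated library pairs. These were independent Poisson counts with a known scaling, so coverage near 95% was given in advance. The simulation checks the computation only, and says nothing about amplified or paired reads or about the choice of scaling. The 95% interval held the true ratio for 95.6% of families. Of families changed 4-fold, 94.6% were called at least 2-fold in the right direction, and 0.982% of unchanged families were called. The list percentile was checked on 3 simulated pairs only, where the lowest percentile of a list of raised families was 99.99.

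Alternatives were a median-of-ratios factor, which sets the median family ratio to 1, the TMM factor of edgeR 4.0.16 (R 4.3.3), the reads of DNA-transposon and non-LTR families as denominator, a total without the most abundant families, other pseudocounts and read minimums, forward reads only, reads without mismatch only, stricter fold thresholds, and the exchanged tables. The edgeR factor was computed on the estimated counts rounded to whole numbers. The sum of the listed sequences as total, and intervals that count 1 read per pair, were added after seeing the data. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9. Counts are per family, summed over all its copies, so no genomic position belongs to a value.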

Results

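The comparison of embryonic eccDNA addresses whether loss of Piwi in the follicle cells of the mother is followed by ERV activity in her offspring. Piwi is the protein that piRNAs, the small RNAs directed against TEs, guide to their targets in the follicle cells. Some of the DNA copied from ERV RNA is closed into circles and not inserted in a chromosome, and such circles are among the molecules sequenced. The data consisted of 1 library per group, so no difference below has a replicate check, and every interval covers counting error only. The groups also differed in the temperature at which the mothers were kept and in the line name in their titles. The tables give no gene values, so the loss of piwi itself was not measured here. The no-KD table held 9502 TE reads and 9177 TE reads were counted in piwi-sKD. At these depths the smallest detectable share, 3 reads, was 0.0316% of TE reads in no-KD and 0.0327% in piwi-sKD.

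The group names used here are those of the samples to which the tables are attached in the repository. The line names carried by the 2 tables are the reverse of those in the sample titles. Every direction below would be the opposite if the tables were exchanged, and the read counts alone do not settle which assignment is right. From this assay, the study reported ZAM, gtwin, Dm412 and HMS-Beagle2 as higher in piwi-sKD, which is the direction of the exchanged tables.

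Of the 123 TE families compared, 92 had reads in no-KD and 98 in piwi-sKD, and 19 had none in either library. Forward reads made up 49.6% of TE reads in no-KD and 49.8% in piwi-sKD. Reads without a mismatch to the canonical sequence made up 74.4% and 72.2% of TE reads, respectively. Across the 77 families with at least 20 reads in both libraries together, the rank correlation of read counts between the libraries was 0.685 (Spearman's rho, 95% counting interval 0.632 to 0.706). Families are not independent replicates, so no p-value is attached to it. Without ZAM, gtwin, Dm412 and HMS-Beagle2, rho was 0.820.

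The libraries differed in composition. ERVs took 80.3% of TE reads in no-KD (95% Wilson interval 79.5 to 81.1%) and 51.2% in piwi-sKD (50.2 to 52.2%). Non-LTR retrotransposons took 16.7% (15.98 to 17.5%) and 43.9% (42.9 to 45.0%), and DNA transposons 3.46% (3.11 to 3.85%) and 4.50% (4.09 to 4.94%). The 5 families with the most reads accounted for 54.3% of TE reads in no-KD and 42.5% in piwi-sKD.

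Per total TE reads, the lower ERV share in piwi-sKD lay in the 4 families that the study singled out in this assay, since the share of the other ERVs rose. ZAM, gtwin, Dm412 and HMS-Beagle2 together made up 46.1% of TE reads in no-KD (45.1 to 47.1%) and 1.44% in piwi-sKD (1.21 to 1.70%). The other ERVs made up 34.2% of all TE reads in no-KD and 49.8% in piwi-sKD, but of the TE reads that remained once the 4 families were taken out they made up 63.4% (62.1 to 64.7%) and 50.5% (49.5 to 51.5%). On that basis non-LTR retrotransposons stayed higher in piwi-sKD, at 31.02% (29.8 to 32.3%) in no-KD and 44.6% (43.6 to 45.6%) in piwi-sKD. R1A1-element supplied 319 of the 1588 non-LTR reads in no-KD and 1785 of the 4033 in piwi-sKD, so this difference depends strongly on 1 family. The same holds for the lower share of the other ERVs among the remaining reads, since R1A1-element is part of that total. DNA transposons made up 6.43% (5.79 to 7.13%) and 4.57% (4.15 to 5.02%), with the P-element supplying 74 of their 329 reads in no-KD and 0 of their 413 reads in piwi-sKD. The ZAM element had 2853 reads in no-KD and 21 reads in piwi-sKD, a log2 ratio of piwi-sKD to no-KD of -7.00 (95% counting interval -7.61 to -6.39). It was the most abundant family of the no-KD table, at 30.0% of TE reads. For gtwin, 753 reads were counted in no-KD and 26 in piwi-sKD, a log2 ratio of -4.78 (-5.34 to -4.22), and 48.9% of its no-KD reads had a mismatch to the canonical sequence, against a median of 24.1% over 55 families. For Dm412, the counts were 703 and 67 reads, a log2 ratio of -3.33 (-3.69 to -2.97). HMS-Beagle2 had 73 and 18 reads, a log2 ratio of -1.94 (-2.68 to -1.20). The median log2 ratio of the 4 families was -4.06 (-4.43 to -3.76), lower than in all but 0.245% of 10000 random lists matched on abundance. The study chose these 4 families for their difference between these same libraries, so an extreme percentile was given in advance and is no test of the knockdown. With the tables exchanged the median was 4.06. The alternative scaling that moved it most, with DNA-transposon and non-LTR reads as denominator, gave -5.32.

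**Figure D1:**
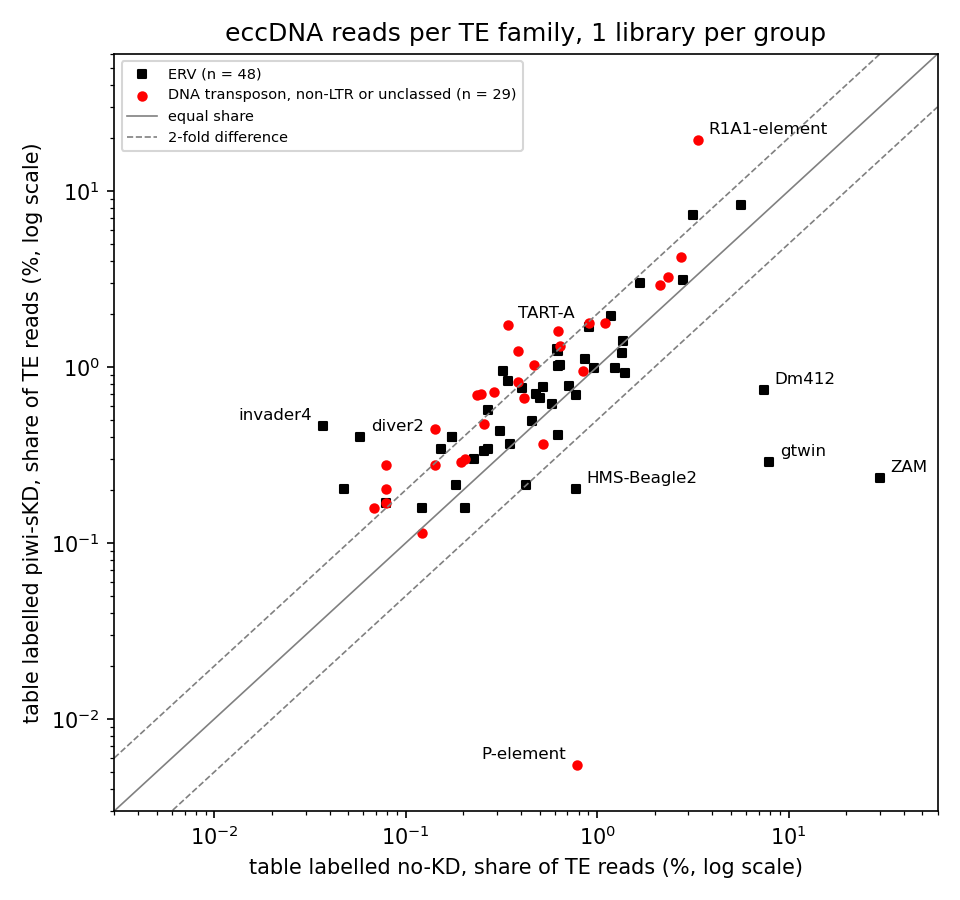
Share of TE reads of each of the 77 families with at least 20 reads, in the table labelled no-KD (x axis, percent) and in the table labelled piwi-sKD (y axis, percent), both on log scales and with 0.5 reads added to each count; squares are ERVs, circles other families, the solid line marks equal shares and the dashed lines a 2-fold difference. ZAM, gtwin, Dm412, HMS-Beagle2 and the P-element lie below the lower dashed line, and R1A1-element, with 19.5% of TE reads in piwi-sKD, lies above the upper one.

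The 7 families for which the study's text names the strongest piRNA loss were examined as a second list. Of these, 5 had enough reads, with a median log2 ratio of -3.33 (-3.73 to -3.00), which lay at percentile 0.465 of random lists. Of these 5 families, ZAM, gtwin and Dm412 also belong to the list of 4 families above, and the median is the value of Dm412, so this percentile carries the same selection. The others lay above 0 per total TE reads. Tabor had 112 reads in no-KD and 179 in piwi-sKD, a log2 ratio of 0.72 (0.38 to 1.06), which fell to 0.07 once the median family ratio was set to 1. For gypsy5, 25 and 31 reads gave a log2 ratio of 0.36 (-0.40 to 1.11), a difference not detectable at this depth. For gypsy10, 6 reads were counted in no-KD and 0 in piwi-sKD, too few for a comparison (-7.80 to 0.50). Tirant had 0 reads in both libraries, and was thus not detectable at these depths (95% Wilson upper limits 0.0404% in no-KD and 0.0418% in piwi-sKD).

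The element mdg1 had 59 reads in no-KD and 37 in piwi-sKD, a log2 ratio of -0.62 (-1.21 to -0.03). The gypsy element had 117 and 90 reads, and its interval included 0 (log2 ratio -0.33, -0.72 to 0.07). With the median family ratio set to 1, both lay below 0, at -1.27 (-1.86 to -0.68) for mdg1 and -0.98 (-1.37 to -0.58) for gypsy.

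Among all 77 families, 27 were at least 2-fold higher in piwi-sKD and 6 at least 2-fold lower. The first count depended strongly on the scaling: it fell to 7 with the median family ratio set to 1 and to 4 with DNA-transposon and non-LTR reads as denominator, while the second rose to 10 and 23. The last denominator includes R1A1-element, with 319 reads in no-KD and 1785 in piwi-sKD, so its counts depend in part on 1 family. Per total TE reads, 63 families had a higher and 14 a lower share in piwi-sKD, and the interval of the ratio excluded 0 for 42 and 8 of them. The median log2 ratio was 0.41 (0.30 to 0.62) for the 48 ERVs, 1.01 for the 22 non-LTR families and 0.78 for the 6 DNA transposons. These signs follow the denominator. With the median family ratio set to 1 the medians were -0.24, 0.36 and 0.13, and with DNA-transposon and non-LTR reads as denominator they were -0.85, -0.25 and -0.48. A change of scaling shifts all families alike, so the distance between the ERV and the non-LTR median, -0.60, stays the same. The ERV median lay at percentile 0.06 of matched random lists, whose median was 0.65. The ERV list includes the 4 families that the study chose in these libraries, so this percentile carries part of that selection.

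Among the 77 families with at least 20 reads, the 5 highest ratios belonged to invader4, diver2, R1A1-element, TART-A and gypsy3. R1A1-element, a non-LTR retrotransposon that inserts in the ribosomal DNA, had 319 reads in no-KD and 1785 in piwi-sKD, where it was the most abundant family. Its log2 ratio was 2.53 (2.36 to 2.70), and 1.88 (1.71 to 2.05) with the median family ratio set to 1. TART-A, a telomeric non-LTR retrotransposon, rose from 32 to 159 reads, with log2 ratios of 2.35 (1.80 to 2.89) and 1.69 (1.15 to 2.24) under the same scalings. The remaining 3 rested on few reads. There were 3 and 42 reads of invader4 (log2 ratio 3.65, 2.08 to 5.22), 5 and 36 reads of diver2 (2.78, 1.49 to 4.07), and 4 and 18 reads of gypsy3 (2.09, 0.60 to 3.58). Once the median family ratio was set to 1, the interval of gypsy3 included 0 (-0.05 to 2.93).

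The 5 lowest ratios among the same 77 families were those of the 4 ERVs above and of the P-element, a DNA transposon with 74 reads in no-KD and 0 in piwi-sKD (log2 ratio -7.17, -11.18 to -3.16). With 0 reads, its share in piwi-sKD had a 95% Wilson upper limit of 0.0418%, against 0.779% (0.621 to 0.977%) in no-KD.

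Among the other abundant families, HMS-Beagle had 534 reads in no-KD and 760 in piwi-sKD, Max-element 301 and 667, Rt1b 261 and 385, and R2-element 223 and 299. Per total TE reads their log2 ratios were 0.56 (0.40 to 0.72), 1.20 (1.001 to 1.39), 0.61 (0.38 to 0.84) and 0.47 (0.22 to 0.72). With the median family ratio set to 1, HMS-Beagle, Rt1b and R2-element were indistinguishable from 0 within counting error, at -0.09, -0.04 and -0.18, whereas Max-element stayed above 0 at 0.55 (0.35 to 0.74) but not with DNA-transposon and non-LTR reads as denominator, at -0.07.

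**Figure D2:**
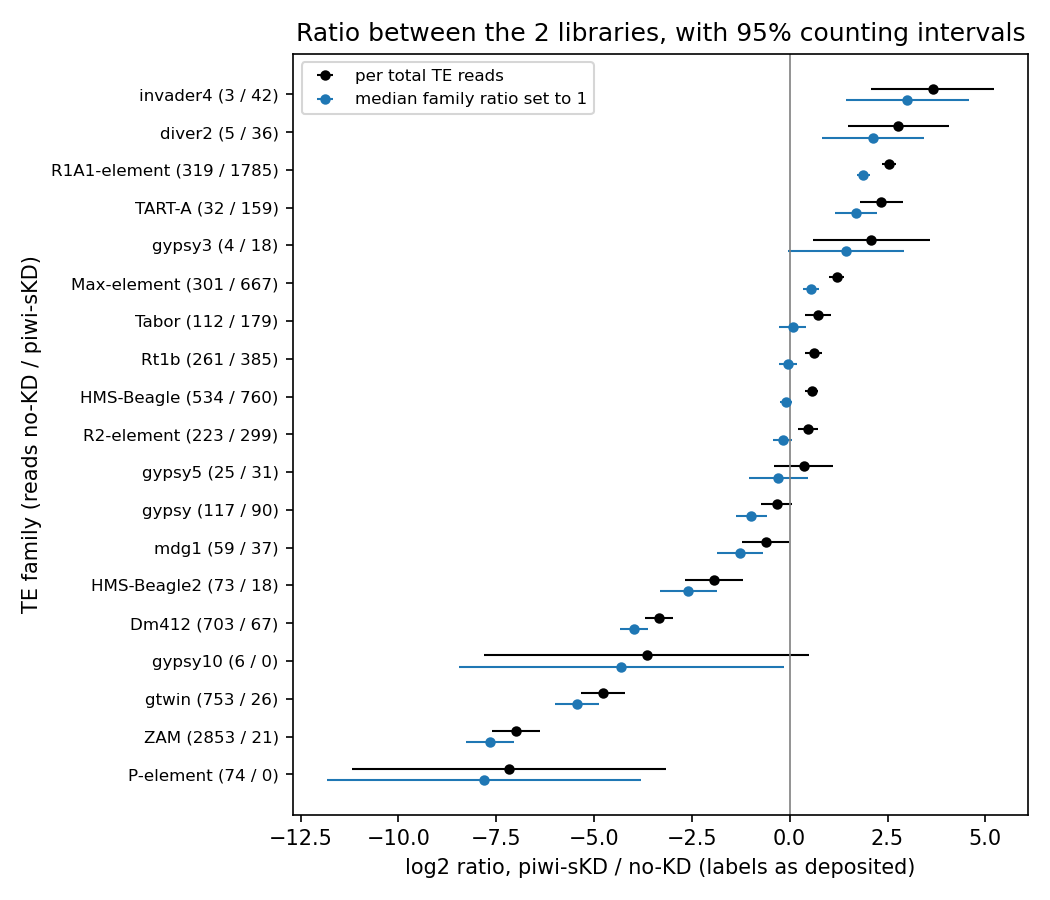
Log2 ratio of piwi-sKD to no-KD (x axis) for each named family with reads (y axis, with its reads in no-KD and piwi-sKD), as points with 95% counting intervals, scaled to total TE reads (black) or with the median family ratio set to 1 (blue). The blue points lie 0.65 below the black ones on the log2 scale, which brings the intervals of HMS-Beagle, Rt1b, R2-element and Tabor across 0, while ZAM, gtwin, Dm412 and HMS-Beagle2 stay below 0 and R1A1-element and TART-A above it.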

Values the study reported

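The study reported that, of 20 ERV families derepressed at the RNA level, 4 had more eccDNA in embryos of piwi-sKD mothers than in embryos of no-KD mothers: ZAM, gtwin, 412 (Dm412 above) and HMS-Beagle2. It also reported more ZAM circles by qPCR in embryos of piwi-sKD mothers. It examined 123 TE families and named 7 with a piRNA loss of more than 5-fold.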

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

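All tests in this part were chosen after the values had been seen. The sequences in the tables that are not D. melanogaster TE families belong to no comparison above, and 2 of them had a larger share of TE reads in piwi-sKD than in no-KD, with more than 3 reads. The D. simulans ninja element had 10 reads in no-KD, 0.105% of TE reads (95% Wilson interval 0.0572 to 0.194%), and 18 reads in piwi-sKD, 0.196% (0.124 to 0.310%). Osvaldo had 4 reads in no-KD, 0.0421% (0.0164 to 0.108%), and 5 reads in piwi-sKD, 0.0545% (0.0233 to 0.127%).

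The intervals of the 2 libraries overlap for both sequences. A candidate technical explanation is that ZAM, gtwin and Dm412 take a large part of the no-KD total and so lower every other share there. With the median family ratio set to 1, the log2 ratio was 0.22 (-0.88 to 1.31) for ninja and -0.31 (-2.11 to 1.49) for Osvaldo, but the intervals per total TE reads included 0 as well, so this scaling cannot tell composition from chance. Whether these reads come from related D. melanogaster copies was not tested, and no biological explanation was tested.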

How the results depend on the processing

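The alternatives were chosen before the data were examined, except the sum of the listed sequences as total and the intervals that count 1 read per pair, which were added after seeing the data. With 1 library per group, leaving out a replicate was not possible. The read minimums do not change a single family's ratio.

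Exchanging the 2 tables reversed every ratio. The median log2 ratio became -0.41 for the ERVs, 3.33 for the families with the strongest piRNA loss and 4.06 for the 4 eccDNA families, and the counts became 6 families at least 2-fold higher and 27 lower. Single families then stood at 7.002 (ZAM), 4.78 (gtwin), 3.33 (Dm412), 1.94 (HMS-Beagle2), 3.65 (gypsy10), 0.62 (mdg1), 0.33 (gypsy), 7.17 (P-element), -0.72 (Tabor), -3.65 (invader4), -2.78 (diver2), -2.53 (R1A1-element), -2.35 (TART-A), -2.09 (gypsy3), -0.56 (HMS-Beagle), -1.20 (Max-element), -0.47 (R2-element) and -0.61 (Rt1b).

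The scaling decided the direction of the ERV median. It was -0.24 with the median family ratio set to 1, -0.27 with the TMM factor, -0.85 with DNA-transposon and non-LTR reads as denominator, and -0.18 with a total lacking the most abundant families. In the same order, families at least 2-fold higher numbered 7, 6, 4 and 8. Families at least 2-fold lower numbered 10, 11, 23 and 9. The lists kept their direction under the 4 scalings: -3.98, -4.02, -4.60 and -3.92 for the families with the strongest piRNA loss, and -4.71, -4.74, -5.32 and -4.65 for the eccDNA families. HMS-Beagle changed sign under all 4 (-0.091, -0.13, -0.70 and -0.031), as did R2-element (-0.18, -0.22, -0.79 and -0.12), and Rt1b under the first 3 (-0.040, -0.078 and -0.65). With DNA-transposon and non-LTR reads as denominator, Tabor (-0.54) and Max-element (-0.067) also changed sign. That denominator includes the reads of R1A1-element, 319 in no-KD and 1785 in piwi-sKD, so the size of its shift depends in part on 1 family. The ratio of gypsy5 was below 0 under all 4 (-0.30, -0.33, -0.91 and -0.23), but left its counting interval only under the third. Besides these, 9, 9, 8 and 9 single families moved beyond their counting interval without changing sign.

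Without a read minimum, 43 families were at least 2-fold higher and 12 lower, and rho was 0.824. With at least 100 reads, the counts were 11 and 3, rho was 0.372, and the medians were -4.06 for the piRNA-loss list and -4.78 for the eccDNA list. Without the 4 eccDNA families rho was 0.820. A 3-fold threshold left 8 families higher, an interval wholly beyond 2-fold left 6, and the same interval counting 1 read per pair left 3. The number lower stayed between 4 and 5 under these thresholds. The count of raised families is thus sensitive to the fold threshold, the scaling and the read minimum.

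Other pseudocounts, forward reads only, reads without mismatch only and the sum of the listed sequences left both counts within 1.5 times the reported ones, and left the medians of the lists and the single-family ratios inside their counting intervals. Without a pseudocount, the P-element and gypsy10 have no ratio.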

Other observations

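The explanations in this part, and the choice of values set against them, came after the values had been seen. Each explanation is a hypothesis. The exchanged tables, the reads without mismatch and the median family ratio set to 1 were among the alternatives chosen before the data were examined. In the tables as attached to their samples, 0 of the 4 families quoted from the study were higher in piwi-sKD. That is lower than the value quoted from the study above. A candidate explanation is that the 2 tables were exchanged at deposition, since their line names are the reverse of those in the sample titles. With the tables exchanged, all 4 families are higher in piwi-sKD, and 3 of them hold the 3 places behind the P-element among the highest ratios of the 77 families with at least 20 reads, with HMS-Beagle2 next. The libraries have no internal marker of the knockdown, so the counts cannot tell an exchange of tables from a true difference in the opposite direction. Nor can they tell it from the change of temperature or from any difference between the lines named. The study, however, describes its control as the same line kept at 20°C. For ovarian RNA, it reported no rise of the tested TEs after the temperature shift when a GAL80 insensitive to temperature was added. It describes no such control for eccDNA. Outside these counts, the study also described more ZAM circles in piwi-sKD embryos by qPCR, which was not analysed here and favours an exchange of tables. It also reported more new insertions of ZAM and gtwin after piwi-sKD, and a rising genomic load of both over successive knockdowns. Its own reading of this assay, with mitochondrial scaling, had the 4 families higher in piwi-sKD. These reports, not analysed here, favour an exchange too. The no-KD total is 1.04 times the piwi-sKD total. Shares already take the totals into account, and TE reads are not the depth of the library, so this ratio does not test an effect of depth. Over reads without mismatch, the median log2 ratio of the 4 families was -3.82. Reads that match related families equally well remain among these, so shared reads are not ruled out by that value. A tied read leaves part of its count with each matching family, so a source outside the 4 would lose reads too. Outside the 4, HMS-Beagle had the most no-KD reads, 534, and rose to 760. Among those whose interval lay below 0, springer had the most, 133. This argues against such a source for ZAM (2853 no-KD reads), gtwin (753) and Dm412 (703). Sharing among the 4, or for HMS-Beagle2, stays open. An effect of rolling circle amplification on single circles was not tested and remains open with 1 library per group.

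Per total TE reads, but not once the 4 eccDNA families were left out of the totals, most of the other families were higher in piwi-sKD. This may come in part from the room that ZAM, gtwin and Dm412 take in the no-KD total. The median log2 ratio of the other 73 families was 0.69 per total TE reads and -0.18 with the smaller totals. Leaving them out shifts all other families by the same amount and removes any common rise, whatever its origin, so this comparison cannot tell an effect of composition from a true rise of most families.

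R1A1-element is the main exception among abundant families. Its log2 ratio was 1.88 with the median family ratio set to 1, so composition does not account for it. A candidate explanation is that circles of ribosomal DNA as a whole were more abundant in the piwi-sKD table. R2-element inserts in the same ribosomal DNA units, and its ratio under that scaling was -0.18, which speaks against it unless the circles carried R1 without R2. Amplification from few circles was not tested.

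The P-element had reads in only 1 of the 2 libraries, although both samples have the same genotype in their labels. Their titles carry different line names. At the no-KD share, 71.5 reads would be expected in the piwi-sKD library, so depth does not account for the 0 reads there if reads are independent. Amplified reads are not independent molecules, so amplification from few circles stays open. If tied reads had gone to the related P[lArB] transgene sequence instead, that sequence would be higher in piwi-sKD. It had 87 reads in no-KD and 63 in piwi-sKD (log2 ratio -0.41, -0.88 to 0.05). A foreign or mixed sample, or a P-element segregating in the stock, might also give this result. So might a P-element present in only 1 of the named lines, if the titles do name separate lines. None of these was tested.

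The mismatches differed between families. Over the 55 families with at least 20 reads in each library, the median share of reads with a mismatch was 24.1% in no-KD and 23.3% in piwi-sKD. For gtwin in no-KD it was 48.9% (95% Wilson interval 45.3 to 52.4%), which ranked 6 among the 55 families. In piwi-sKD it was 38.5% (22.4 to 57.5%) over 26 gtwin reads. A high share was thus not peculiar to gtwin, as G5 stood at 73.5% (59.7 to 83.8%). The families ranked above gtwin had few reads in no-KD, however, from 22 for HeT-A to 49 for G5 and Dm88. Among families with at least 100 reads in no-KD, gtwin had the highest share, followed by Stalker4 at 34.1% (26.5 to 42.6%). The gtwin share may reflect reads borrowed from a related family or a gtwin copy that differs from the canonical sequence. The log2 ratio of gtwin over reads without mismatch was -4.45, but reads that match a related family equally well remain among these, so borrowed reads are not ruled out. The second explanation was not tested, because no TE sequences were used here.

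For ZAM, 24.3% of reads had a mismatch in no-KD (22.7 to 25.9%) and 52.4% in piwi-sKD (32.4 to 71.7%). Counting forward reads only, so that each pair enters once, 335 of 1431 reads had a mismatch in no-KD and 6 of 11 in piwi-sKD (two-sided Fisher's exact test, p = 0.0259). This test compares the reads of these 2 libraries, treats amplified reads as independent although the 11 reads may come from very few circles, and was run because the share looked extreme, so chance cannot be ruled out. Shifts of similar size occurred in other families and in both directions: from no-KD to piwi-sKD, gypsy6 went from 24.7% to 47.6% and G5 from 73.5% to 48.5%. Among the eccDNA families, gtwin (48.9% to 38.5%) and Dm412 (20.5% to 14.9%) went the opposite way to ZAM. The few ZAM reads of the piwi-sKD table might derive from diverged copies that form a background in both libraries. The many ZAM reads of the other table would then come from a copy close to the canonical sequence. Read sequences would be needed to test this.

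Forward and reverse reads of a family were more alike than independent reads would be. The squared difference divided by the reads averaged 0.323 over 58 families in no-KD and 0.341 over 65 families in piwi-sKD, where independent reads give 1. This is consistent with both reads of a pair being counted, and the counting intervals above are then too narrow.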
